A study of Homo sapiens with 6 samples. Its data were reported in "Enhancer Activation by Pharmacologic Displacement of LSD1 from GFI1 Induces Differentiation in Acute Myeloid Leukemia" (2018).

How the data were processed

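Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors in THP1 cells, an established human acute myeloid leukaemia line, kept in methylcellulose for 24 hours with OG86 at 250 nM or with the DMSO vehicle alone. OG86 inhibits the histone demethylase LSD1. Antibodies against mono-, di- and trimethylated lysine 4 of histone H3 (H3K4Me1, H3K4Me2 and H3K4Me3) gave 3 marks with 1 library per mark and treatment, 6 libraries in all. Libraries were sequenced from both ends. Per the study's methods, reads were aligned to the hg38 assembly with BWA-MEM or Bowtie2, reads of low alignment quality were removed, and the remaining reads were assigned to protein coding genes of an older ENSEMBL release.

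The deposited values are a signal, in reads per kilobase, that the authors computed for each of 18670 genes over 14 regions. These are the region from 10 to 2.5 kb upstream of the gene start, the 2.5 kb upstream of it, 10 equal segments of the gene body, the 2.5 kb downstream of the gene end and the region from 2.5 to 10 kb downstream. The values were not scaled for sequencing depth. No input library entered the values, and input libraries were not analysed here.

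Whole reads were recovered from the signal. Flank values were multiplied by the length of the flank. For the gene body, the smallest whole gene length was sought for which all body values of the 6 libraries became whole numbers of reads. A length was recovered for 18501 genes, and 169 genes with no reads or too few distinct values were left out. In a test on simulated data, 1000 of 1000 known lengths were recovered. The plan had allowed for count or other values. The unit turned out to be a signal, so no count model was fitted, and the recovered reads were used for filters, for the pseudocount and for counting error.

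The promoter-proximal measure was the sum of reads over the 2.5 kb upstream region and body segments 1 to 5. Each library was scaled to the mean of the totals of its pair over all gene regions. The change was log2 of OG86 over DMSO after adding a pseudocount of 1 read to each, which understates the change of genes with few reads. Genes with at least 20 reads in the libraries of a mark together were used. Counts of genes past a log2 change of 0.5 were set beside 100 re-draws of each gene's pooled reads at the ratio of the library totals. Because both mates of a pair were counted, the re-draws were repeated with pairs of reads as the unit. In simulated libraries with counting noise only, 200 genes per mark with at least 200 reads were given a log2 change of 1 up or down. Of these, 199, 200 and 200 passed the threshold in the right direction for H3K4Me1, H3K4Me2 and H3K4Me3. Smaller changes, and changed genes with fewer reads, were not simulated.

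With 1 library per group, no p-value across genes or between treatments was computed, and every comparison is between a pair of libraries. Intervals for medians, correlations and differences between signal quartiles came from 100 binomial re-draws of the reads of every region, centred on the observed value. Intervals for density ratios came from 100 Poisson re-draws. Intervals for single genes were 95% Clopper-Pearson intervals of the OG86 share of the reads, and those for shares of a library were 95% Wilson intervals. All of them cover counting error only. Reads were not tagged with molecular identifiers and mates were counted separately, so the intervals are narrower than they would be for independent molecules.

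Hand-written gene lists of 40 monocyte and macrophage genes, 30 progenitor genes and 30 housekeeping genes were fixed before the data were examined. The median change of each list was compared with 10000 random lists of the same size, drawn with replacement and matched on deciles of mean density. Named genes were chosen by a rule fixed at the same time. The rule named 14 genes that the study discusses. For each mark it added the 3 largest rises and the 3 largest falls among genes with at least 200 reads whose change had the same sign in the 2.5 kb upstream region, in body segments 1 to 5 and under every scaling.

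Alternatives covered scaling (median of ratios, or the outer flanks), regions (2.5 kb upstream only, or gene body only), filters (all genes, or at least 200 reads), a pseudocount of 5, a threshold of 1, Pearson's r, medians in place of means, and genes longer than 5 kb. Removal of the signal trend, in which the median change of each of 100 signal bins was subtracted, was chosen after seeing the data.

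Gene positions and upstream GC content were taken from GENCODE and the hg38 sequence by gene ID. Of the IDs, 18149 matched (97.2%). The gene model used by the authors was older, so the counted region can differ from the position given. The study used the same gene release with an earlier assembly for its expression data. It states no conversion of coordinates between assemblies. The recovered length equalled the reference length for 3551 genes. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Tiles of reference sequence were aligned with minimap2 2.31, and samtools 1.23.1 indexed the genome. Binding peaks of other proteins, histone acetylation and gene expression were not analysed here.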

Results

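The data comprised 6 ChIP-seq libraries from THP1 cells, 1 each for H3K4Me1, H3K4Me2 and H3K4Me3 after DMSO vehicle or 250 nM OG86 for 24 hours. There were no replicates. Reads assigned to the regions of 18501 genes numbered 54422325 and 55633299 for H3K4Me1 in DMSO and OG86, 59156873 and 58878688 for H3K4Me2, and 45472995 and 52897150 for H3K4Me3. These totals count a read again where the regions of neighbouring genes overlap, so they are not the number of sequenced reads. The median gene had 554 and 523 promoter-proximal reads for H3K4Me1 in DMSO and OG86, 822 and 679 for H3K4Me2, and 1268 and 1363 for H3K4Me3.

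The first question was how each mark was distributed along genes. In DMSO, the mean H3K4Me3 density peaked in the first body segment at 269 reads per kb and was lowest in the ninth at 22.1 reads per kb. H3K4Me2 also peaked in the first body segment, at 78.0 reads per kb. H3K4Me1 was flatter, with a peak of 39.2 reads per kb in the 2.5 kb upstream and a low of 31.9 reads per kb. The ratio of mean upstream density to that of the sixth body segment, which needs no scaling between libraries, was lower in the OG86 library for every mark. It was 1.18 (95% interval 1.17 to 1.18) in DMSO and 1.08 (1.08 to 1.09) in OG86 for H3K4Me1. For H3K4Me2 it was 1.90 (1.90 to 1.91) in DMSO and 1.53 (1.53 to 1.53) in OG86. For H3K4Me3 it was 4.20 (4.18 to 4.22) in DMSO and 3.56 (3.54 to 3.57) in OG86. The restriction to genes longer than 5 kb moved the H3K4Me3 ratios most, to 8.44 in DMSO and 6.18 in OG86.

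**Figure D1:**
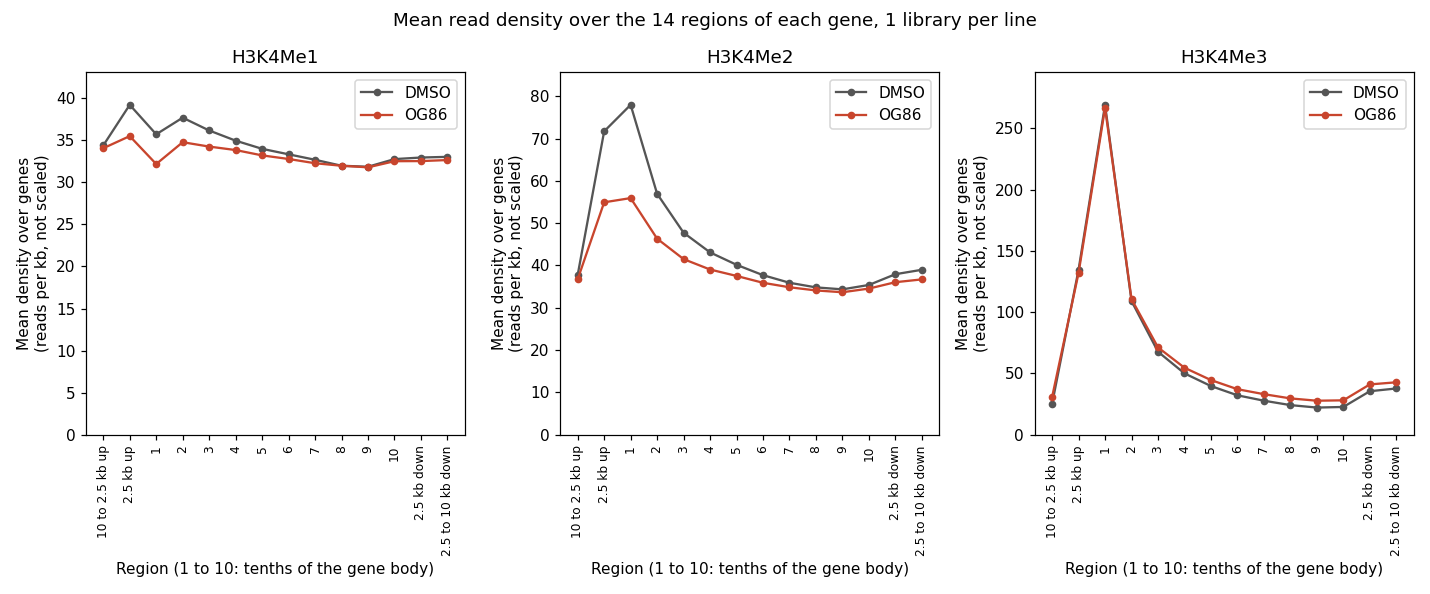
Mean read density in reads per kb, not scaled for depth, over the 14 regions of each gene, with 1 panel per mark and 1 line per library (DMSO grey, OG86 red). The H3K4Me3 peak in the first body segment is 269 reads per kb in DMSO and 267 in OG86, whereas the low in the ninth segment is 22.1 in DMSO and 27.7 in OG86.

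The share of region reads in the 2.5 kb upstream of genes was also lower with OG86. It was 3.33% (95% interval 3.33 to 3.34) in DMSO and 2.95% (2.95 to 2.96) in OG86 for H3K4Me1, 5.61% (5.60 to 5.61) and 4.32% (4.31 to 4.32) for H3K4Me2, and 13.7% (13.69 to 13.71) and 11.5% (11.54 to 11.55) for H3K4Me3. The intervals do not overlap for any mark, and no replicate shows how far libraries of one treatment differ.

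The second question was whether inhibition of LSD1, which removes mono- and dimethylation, came with a gain of H3K4Me1 or H3K4Me2 near promoters. The median promoter-proximal log2 change was -0.07 for H3K4Me1 over 18420 genes, with quartiles of -0.26 and 0.09. For H3K4Me2 the median was -0.13 over 18433 genes (quartiles -0.36 and 0.06). For H3K4Me3 it was -0.03 over 18342 genes (quartiles -0.23 and 0.24). Counting intervals of the medians were -0.07 to -0.07, -0.13 to -0.13 and -0.03 to -0.03. H3K4Me2 was lower in OG86 at 67.2% of genes. The 2.5 kb upstream region alone moved the H3K4Me1 and H3K4Me2 medians most, to -0.15 and -0.30, and the gene body alone moved that of H3K4Me3 most, to 0.067. Scaling by the median of ratios removes such a median by construction. The main scaling, to equal totals over all gene regions, would likewise hide a gain spread evenly over them. These medians therefore show change relative to the other gene regions, and a general gain of a mark is not excluded. The H3K4Me2 changes of single genes below include the shift of the H3K4Me2 median and the larger falls at genes of high signal described next.

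At least 0.5 on the log2 scale was gained by 508 genes for H3K4Me1, 470 for H3K4Me2 and 2437 for H3K4Me3, and lost by 1613, 2690 and 773 genes. Counting error alone, with pairs of reads re-drawn, gave means of 196, 141 and 334 gains and of 193, 144 and 323 losses. The numbers therefore exceeded counting error for every mark and direction, but variation between preparations was not measured. Under the threshold of 1, 106, 81 and 639 genes gained and 125, 113 and 33 lost.

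Change depended on signal level. For H3K4Me3, the median log2 change fell from 0.41 in the lowest quartile of genes by mean density to -0.25 in the highest, a difference of -0.66 (95% interval -0.67 to -0.65). For H3K4Me2 the medians were 0.06 and -0.42, a difference of -0.48 (-0.49 to -0.48). For H3K4Me1 they were -0.01 and -0.16, a difference of -0.16 (-0.17 to -0.15). The upstream region alone gave larger differences, up to -0.78 for H3K4Me3.

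**Figure D2:**
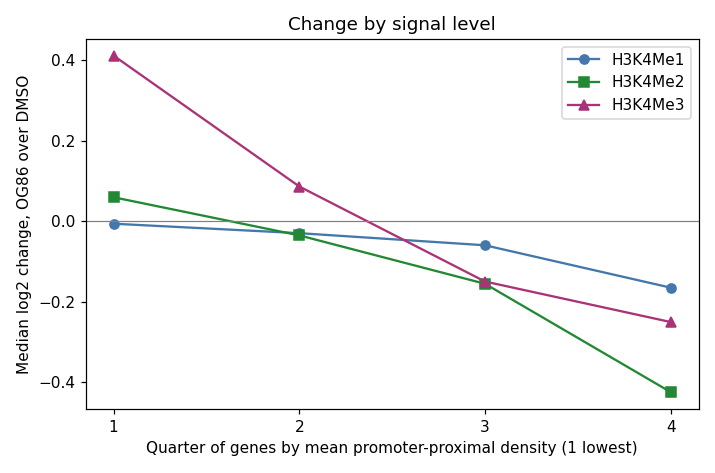
Median log2 change of OG86 over DMSO (vertical axis) in each quartile of genes by mean promoter-proximal density (horizontal axis, 1 is lowest), with 1 line per mark. H3K4Me3 declines from 0.41 to -0.25 and H3K4Me2 from 0.06 to -0.42, whereas H3K4Me1 moves from -0.01 to -0.16.

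Whether genes that gained one mark gained another was examined across genes, which are not independent replicates, for 3 pairs of marks. Spearman's rho of the changes was 0.42 for H3K4Me1 with H3K4Me2 over 18410 genes, 0.13 for H3K4Me1 with H3K4Me3 over 18328 genes and 0.41 for H3K4Me2 with H3K4Me3 over 18335 genes. Pearson's r was 0.36, 0.12 and 0.36. When the signal trend was removed, a step chosen after seeing the data, rho was 0.32, -0.15 and -0.01. The positive relation of H3K4Me3 with H3K4Me1 thus reversed, and that with H3K4Me2 all but vanished.

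The study asked whether a myeloid differentiation programme came with changes of these marks, and the gene lists address this. The 40 monocyte and macrophage genes had a median H3K4Me3 log2 change of 0.24, which exceeded the median of matched random lists by 0.28 and lay at percentile 100 of the 10000 lists. Their H3K4Me2 change exceeded that of matched lists by 0.09 (percentile 95.9), and their H3K4Me1 change differed by -0.09 (percentile 3.34). Neither lay outside the central 95% of random lists. Of these genes, 25 rose in H3K4Me3, 9 in H3K4Me2 and 11 in H3K4Me1. The H3K4Me3 excess was smallest, at 0.15, among genes with at least 200 reads.

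The 30 progenitor genes differed from matched lists by -0.12 for H3K4Me1 (percentile 2.18), and this reversed to 0.02 in the upstream region alone. Their H3K4Me2 and H3K4Me3 values were at percentiles 50.8 and 90.5. For the 29 housekeeping genes with recovered reads, the percentiles were 13.7, 21.0 and 54.1 for H3K4Me1, H3K4Me2 and H3K4Me3. There were 9 comparisons of a list with a mark, and percentiles describe these libraries only.

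**Figure D3:**
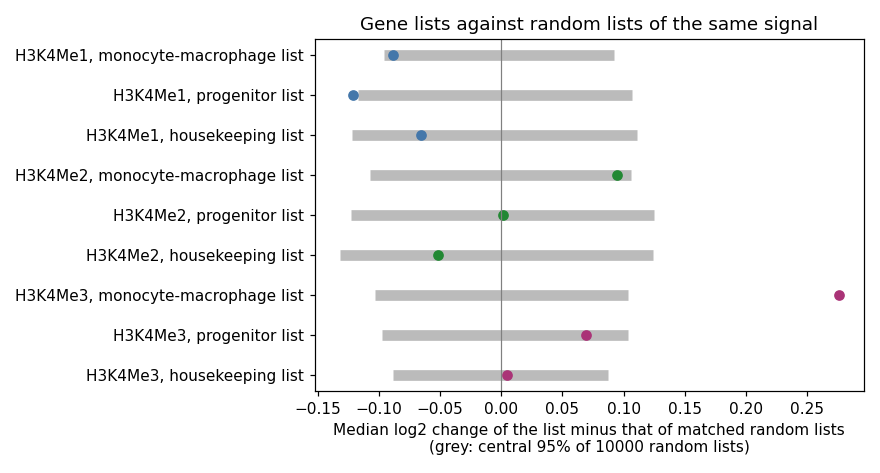
Median log2 change of each gene list minus that of random lists matched on mean density (horizontal axis), for each mark and list; points are the lists and grey bars the central 95% of 10000 random lists. The monocyte-macrophage list lies at 0.28 for H3K4Me3, to the right of a bar that ends at 0.10.

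Genes fixed before the data were examined are given with hg38 positions. *CD86* (chromosome 3, 122055362 to 122121139, plus strand), which encodes a differentiation marker, had 581 H3K4Me3 reads in DMSO and 1126 in OG86, a log2 change of 0.74 (95% interval 0.59 to 0.88). Its H3K4Me1 change was -0.01 (-0.09 to 0.07) and its H3K4Me2 change -0.21 (-0.29 to -0.13). *S100A12* (chromosome 1, 153373711 to 153375621, minus strand) had 79 and 250 H3K4Me3 reads, a change of 1.43 (1.07 to 1.83), with 0.40 (0.20 to 0.60) for H3K4Me2 and -0.35 (-0.56 to -0.14) for H3K4Me1. *LGMN* (chromosome 14, 92703807 to 92748679, minus strand) changed by 0.70 (0.55 to 0.85) for H3K4Me3 with 551 and 1039 reads, by 0.14 (0.01 to 0.26) for H3K4Me2 and by 0.11 (-0.02 to 0.24) for H3K4Me1, although the upstream region alone gave -0.17 for H3K4Me2 and -0.79 for H3K4Me1. Among the 14 genes, these were the ones with a rise in H3K4Me3 whose interval excluded 0. The H3K4Me3 rises were smaller, beyond their interval, in the upstream region alone, at 0.51 for *CD86*, 0.42 for *S100A12* and 0.40 for *LGMN*.

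*IRF8* (chromosome 16, 85899116 to 85922606, plus strand) had 886 H3K4Me1 reads in DMSO and 515 in OG86, a change of -0.81 (-0.97 to -0.66). Its H3K4Me2 change was -0.61 (-0.74 to -0.49) and its H3K4Me3 change -0.39 (-0.46 to -0.33). The H3K4Me3 fall shrank beyond its interval, to -0.02 in the upstream region alone and to -0.15 with the signal trend removed. *GFI1* (chromosome 1, 92473043 to 92486925, minus strand), which encodes a repressor that recruits LSD1, changed by -0.63 (-0.86 to -0.41) for H3K4Me1, -0.87 (-0.99 to -0.75) for H3K4Me2 and -0.29 (-0.33 to -0.24) for H3K4Me3. *CEBPA* (chromosome 19, 33299934 to 33302534, minus strand) changed by -0.60 for H3K4Me1 and -0.78 for H3K4Me2. H3K4Me2 also changed by -0.75 at *SPI1* (chromosome 11, 47354860 to 47378547), by -0.82 at *KLF4* (chromosome 9, 107484852 to 107490482) and by -0.72 at *RGMB* (chromosome 5, 98768650 to 98798643), although the upstream region alone gave 0.04 for both *KLF4* and *RGMB*. With the signal trend removed, the H3K4Me2 changes shrank to -0.25 at *IRF8*, -0.27 at *GFI1*, -0.15 at *CEBPA*, -0.41 at *SPI1*, -0.37 at *KLF4* and -0.26 at *RGMB*. H3K4Me1 changed by 0.28 (-0.05 to 0.62) at *KLF4*, by 0.10 (-0.07 to 0.27) at *RGMB* and by -0.12 (-0.29 to 0.05) at *SPI1*. The gene of LSD1 itself, *KDM1A* (chromosome 1, 23019443 to 23083689), changed by 0.12 (0.01 to 0.22) for H3K4Me1, 0.10 (-0.01 to 0.20) for H3K4Me2 and -0.34 (-0.43 to -0.26) for H3K4Me3, with -0.17 for H3K4Me1 in the upstream region alone. The remaining genes, *KIT*, *MEF2C*, *RCOR1* and *MYB*, lay between -0.47 and -0.05 for all marks.

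**Figure D4:**
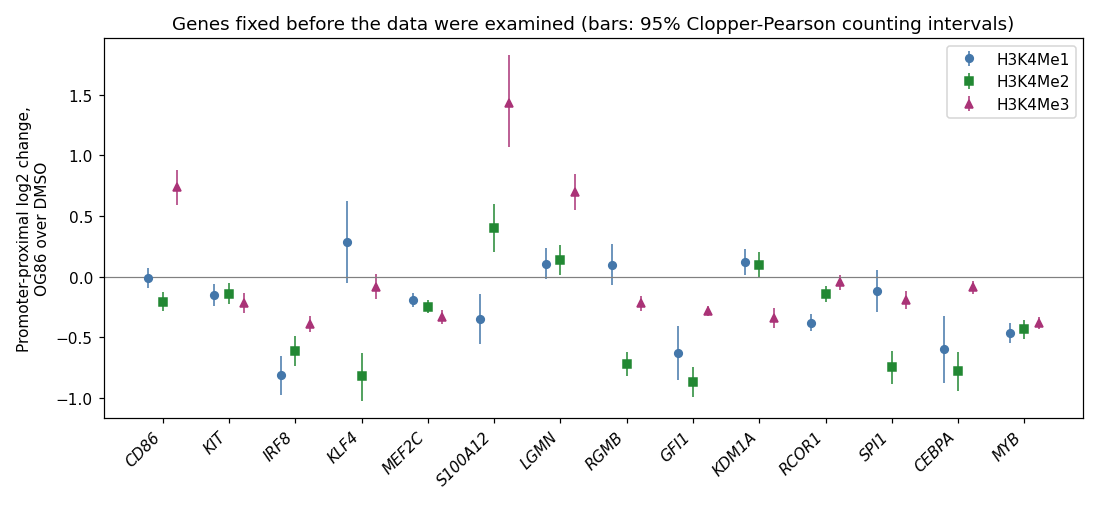
Promoter-proximal log2 change of OG86 over DMSO (vertical axis) for the 14 genes fixed in advance, with 1 point per mark; bars are 95% Clopper-Pearson counting intervals. *S100A12*, *CD86* and *LGMN* lie at 1.43, 0.74 and 0.70 for H3K4Me3, whereas *GFI1* lies at -0.87 for H3K4Me2, or at -0.27 with the signal trend removed (not drawn).

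The largest H3K4Me3 rises with one sign in all required regions and scalings were at *GIMAP4* (chromosome 7, 150567369 to 150573953), which went from 64 to 298 reads, a change of 1.99 (1.61 to 2.41), *POF1B* (1.61, 1.26 to 1.99) and *ICAM3* (1.59, 1.28 to 1.94). The largest falls were at *CTSG* (chromosome 14, 24573518 to 24576250), which went from 1890 to 907 reads, a change of -1.28 (-1.39 to -1.16), *POLR2K* (-1.01, -1.14 to -0.89) and *IL2* (-0.89, -1.22 to -0.59). In the upstream region alone, the H3K4Me3 changes shrank beyond their interval to 0.30 at *GIMAP4*, 0.85 at *ICAM3*, -0.22 at *CTSG* and -0.74 at *POLR2K*. Those of *POF1B* (1.69) and *IL2* (-1.06) stayed within it. The *IL2* change was only -0.01 in body segments 1 to 5, so its fall lay upstream. For H3K4Me2 the rises were 1.52 at *CCDC17*, 1.44 at *TUBB8* and 1.37 at *PRG2*, and the falls -2.05 at *TSR2*, -1.36 at *FAM50A* and -1.30 at *PDZD11*. For H3K4Me1 the rises were 1.41 at the gene listed as *RTCA*, 1.20 at *FAM24A* and 1.20 at *PRSS53*, and the falls -2.01 at *PPP1R3G*, -1.61 at *VMA21* and -1.60 at *MAZ*. The ID listed with *RTCA* belongs to *PCDHB2* in the reference, on chromosome 5. *TSR2*, *FAM50A*, *PDZD11* and *VMA21* lie on chromosome X, as does *POF1B* with its H3K4Me3 rise. In the upstream region alone, *TSR2* shrank beyond its interval to -0.96 and *VMA21* to -0.83, whereas *FAM24A* grew to 1.88 and *PRSS53* to 2.08. The other H3K4Me1 and H3K4Me2 genes stayed within their intervals there. The H3K4Me1 and H3K4Me2 genes had few reads, for example 59 and 162 at the gene listed as *RTCA*, and the most extreme of many genes are partly selected for counting error.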

Values the study reported

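The study reported 18,937 LSD1 binding peaks above threshold in vehicle-treated THP1 cells. Of the promoters of 766 genes that rose in expression, 214 (28%) were LSD1-bound, and the changes of histone marks there did not differ significantly from those at the other promoters. Among 6,778 active intergenic enhancers, 1,556 (23%) had an LSD1 peak. At these, H3K4Me1 and H3K4Me2 did not accumulate relative to the others, and H3K4Me1 was modestly lower. From 2.5 kb upstream to mid-gene, rises of H3K4Me3 at genes that rose in expression correlated with that rise. Changes of H3K4Me1 and H3K4Me2 showed no significant correlation there. Western blots after a longer culture with OG86 found no difference in global H3K4 methylation. At 1,560 sites shared by GFI1, LSD1 and RCOR1, H3K4Me2 signal rose by a mean of 9%.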

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

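The tests of pooled downstream reads were chosen only after their results had been seen, and the tests of neighbouring genes after the pattern but before their own results. These regions, from the gene end to 10 kb beyond it, are part of the library totals and of the plotted profiles, but their change was not compared above. The median over genes of their log2 change in OG86 over DMSO was 0.40 for H3K4Me3 (95% interval 0.40 to 0.41, 18377 genes) and 0.027 for H3K4Me2 (0.024 to 0.032), both above the DMSO level. It was -0.02 for H3K4Me1. With scaling by the outer flanks the medians were 0.39 for H3K4Me3, 0.084 for H3K4Me2 and 0.028 for H3K4Me1. The sign for H3K4Me1 and the size for H3K4Me2 therefore depend on the scaling. The measure matters, because the pooled reads of the same regions changed by -0.03 for H3K4Me3 and -0.08 for H3K4Me2, so the direction depends on whether genes or reads are weighted equally.

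For H3K4Me3, the pooled log2 ratio was 0.60 in the quartile of genes with the lowest downstream signal and -0.18 in the highest, a difference of 0.78. This contrast largely follows from a raised median beside level pooled reads, so it is no separate evidence for a higher background in the OG86 library. Pooled upstream reads differed from pooled downstream reads by -0.22, which does not bear on a gain at nearby promoters, since the pooled downstream reads show no rise.

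Promoters of neighbouring genes were tested with the median over genes. It was 0.51 for the 11993 genes with no other listed gene starting within 12.5 kb of their end in the reference and 0.070 for the 5957 genes with one, a difference of -0.44. The same contrast was -0.16 for H3K4Me1 and -0.31 for H3K4Me2. For these marks a mean difference remained within deciles of downstream signal, at -0.14 for H3K4Me1 and -0.16 for H3K4Me2. The contrast itself settles nothing for H3K4Me3, because genes with a neighbouring start had more downstream signal, with a median density of 42.7 against 11.4 reads per kb, and the change falls with signal. Within deciles of downstream signal the mean difference for H3K4Me3 was 0.0082. At equal signal, genes with a neighbouring start thus rose by almost the same amount as genes without, which gives no sign of a large addition by such promoters. No interval was computed for this difference, so a small addition is not excluded. The rise of 0.51 at genes without a listed neighbouring start is not accounted for by listed promoters. A higher background in the OG86 library cannot be told apart from a broad gain of H3K4Me3 at regions of low signal.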

How the results depend on the processing

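The cause of the changes below was not tested. Removal of the signal trend, and every alternative for single genes, was chosen after seeing the data, and the other alternatives before. All genes in place of a filter left the 9 results recomputed with it within their interval or within 1.5 times.

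With the 2.5 kb upstream region alone, the medians were -0.15 for H3K4Me1, -0.30 for H3K4Me2 and -0.068 for H3K4Me3. Genes up numbered 2044 for H3K4Me1 and 1432 for H3K4Me2, and genes down 4355, 5956 and 2363 for the 3 marks. The correlations were 0.18 (H3K4Me1 with H3K4Me2), 0.069 (H3K4Me1 with H3K4Me3) and 0.34 (H3K4Me2 with H3K4Me3), and the differences between high and low signal -0.25, -0.61 and -0.78. The progenitor list reversed to 0.015 for H3K4Me1 and -0.041 for H3K4Me2, and the housekeeping list to 0.012 for H3K4Me2 and -0.045 for H3K4Me3.

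With the gene body only, the medians were -0.028 and -0.027 for H3K4Me1 and H3K4Me2, and H3K4Me3 reversed to 0.067. Scaling by the outer flanks gave -0.024, -0.076 and -0.036. Median-of-ratios scaling gave 810 genes up and 1412 down for H3K4Me2.

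Among genes with at least 200 reads, the medians were -0.075, -0.14 and -0.068, and 212, 198 and 1247 genes were up. The correlations were 0.48, 0.14 and 0.43, and the differences between high and low signal -0.48 for H3K4Me2 and -0.54 for H3K4Me3. A pseudocount of 5 gave a difference of -0.65 for H3K4Me3 and reversed the progenitor list for H3K4Me2 to -0.00036, from 0.0013. The threshold of 1 gave 106, 81 and 639 genes up and 125, 113 and 33 down. Pearson's r was 0.36, 0.12 and 0.36.

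With the signal trend removed, 781 genes were down for H3K4Me2 and 1087 up for H3K4Me3, and the correlations were 0.32, -0.15 and -0.0069, the latter pair reversed.

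Medians over genes gave upstream to mid-body ratios of 1.22 and 1.09 for H3K4Me1 in DMSO and OG86, 2.15 and 1.59 for H3K4Me2, and 6.51 and 4.26 for H3K4Me3. Genes longer than 5 kb gave 1.20 for H3K4Me1 in DMSO, 2.23 and 1.67 for H3K4Me2, and 8.44 and 6.18 for H3K4Me3. The ratio was lower in OG86 under each of these.

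Single genes reversed mostly in the upstream region alone. There *CD86* changed by 0.35 for H3K4Me1 and 0.073 for H3K4Me2, *KIT* by 0.080 and 0.0067, *MEF2C* by 0.026, 0.90 and, for H3K4Me3, 0.044, *LGMN* by -0.79 and -0.17, *RGMB* by -0.48 and 0.044, *KLF4* by 0.041 for H3K4Me2, *KDM1A* by -0.17 for H3K4Me1, *RCOR1* by 0.093 for H3K4Me1 and 0.020 for H3K4Me3, and *SPI1* by 0.73 for H3K4Me3. With the signal trend removed, *CD86* reversed to 0.21 for H3K4Me1 and 0.20 for H3K4Me2, *S100A12* to 0.013 for H3K4Me1, *MEF2C* to 0.053, *RCOR1* to 0.0054 and *MYB* to 0.17 for H3K4Me2, and for H3K4Me3 *KLF4* to 0.17, *RGMB* to 0.033, *GFI1* to 0.026, *RCOR1* to 0.066, *SPI1* to 0.056 and *CEBPA* to 0.22. Of the 168 values of the 14 genes fixed in advance, 46 others moved beyond their counting interval without reversing and 94 stayed within it. The genes chosen for large changes had been required to keep their sign in the upstream region and under every scaling. They therefore bear on no count of reversals there, but their values could still move. With them included, 57 values moved beyond their interval without reversing, for example *GIMAP4* from 1.99 to 0.30 for H3K4Me3 in the upstream region alone.

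The monocyte-macrophage excess in H3K4Me3 stayed outside the central 95% of random lists under every alternative run, from 0.15 to 0.28. Depth limits the single genes, whose intervals widen where reads are few.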

Other observations

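The tests of GC content, gene length, list matching and unique alignment were fixed before their results were seen, and the tests of enrichment, of gene symbols and of absent segments only afterwards. Mean density over the 14 regions in OG86, scaled to the DMSO total, was close to a straight line of that in DMSO for H3K4Me3, with a slope of 0.83, and for H3K4Me2, with a slope of 0.53. For H3K4Me1 the slope was 0.45 but R2 was 0.78, so a line described it less well. Lower enrichment over background in the OG86 libraries may explain the dependence of change on signal for H3K4Me2 and H3K4Me3. An even loss at marked regions would give the same line, and the explanations cannot be told apart.

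Within deciles of signal, the upstream change had a mean Spearman's rho across genes with upstream GC content of -0.23 for H3K4Me1, -0.17 for H3K4Me2 and 0.34 for H3K4Me3. With gene length, the promoter-proximal change had a rho of 0.24, 0.28 and -0.21. GC content or gene length bias could therefore contribute to the spread between genes for every mark. Gene length also sets how much of the promoter-proximal measure is gene body. The rho with length therefore cannot tell a length bias from the make-up of the measure. The sign for H3K4Me3 was opposite to that of the other marks.

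The rise of H3K4Me3 at monocyte and macrophage genes was tested against random lists matched on signal, GC content and gene length together. The excess was 0.25 (percentile 99.98, 39 genes), close to the 0.28 found with signal alone. For H3K4Me1 the list differed by -0.11 (percentile 1.09), outside the central 95% only with this matching, and for H3K4Me2 by 0.061 (percentile 87.3). A candidate explanation is that genes of the differentiation programme gained H3K4Me3 and not H3K4Me1 with OG86. Differences between single preparations were not measured, and the pattern cannot be told apart from them.

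A run of 11 neighbouring genes on chromosome 9, from *IFNA5* to *CDKN2B* (hg38 21304326 to 22009305) and including *MTAP* and *CDKN2A*, had almost no reads in any of the 6 libraries. So did 6 genes on chromosome X from *MAOA* to *DUSP21* (43654907 to 44844888), which include *MAOB*. In all, 197 genes lay below 5% of the median H3K4Me1 density, and they formed 16 runs of at least 3 neighbouring genes. Averaged over the 6 libraries, the highest gene had 0.041 reads per kb in the chromosome 9 run and 0.011 in the chromosome X run. In each of the other runs it had 0.17 or more. The empty stretch on chromosome X reached into its neighbours. *KDM6A* (44873188 to 45112779, plus strand) had at most 0.3 reads per kb in each region up to body segment 8, and 8.2 and 10.7 reads per kb in segments 9 and 10 for H3K4Me1 in DMSO. *CASK* (41514934 to 41923554, minus strand) had 0 reads per kb upstream and 0.6 in segment 1 of that library, against 10.06 in segment 2.

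Reads shared between paralogs were tested as a source by aligning 100 bp tiles of the reference back to it. Tiles aligned with a mapping quality of 20 or more made up 97.0% of the chromosome 9 span and 95.7% of the chromosome X span, against 5.43% and 0.72% at the multicopy *GAGE12* and *CT47A* clusters. All the genes of both runs, 100%, carried the symbol that the reference gives their ID. The runs had been selected on H3K4Me1. In the H3K4Me2 and H3K4Me3 libraries the highest gene reached 0.20% of the median gene's density on chromosome 9 and 0.042% on chromosome X. A candidate explanation is that both segments are absent from the THP1 cells used, in vehicle and drug alike. If so, *KDM6A*, which encodes a histone demethylase, would lack its promoter and most of its body, and *MAOA* and *MAOB*, which encode monoamine oxidases, would be missing.

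Among 1541 IDs whose symbol in the reference differed from that in the deposited table and could be looked up, 1130 lay on the chromosome of the gene that the symbol names and 411 (26.7%) on another. Renaming between annotation versions may account for the former. Whether symbols reassigned to other genes account for the latter was not tested. None of these 411 was on a gene list, and *RTCA* was the one among the named genes.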
